A study of Homo sapiens with 18 samples.

How the data were processed

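RNA was measured in 18 libraries of the human line XCL4, a neural progenitor line grown as a dividing culture and then differentiated toward neurons. Per the labels' protocols, the progenitors were kept in a medium with FGF, EGF and heparin, and were differentiated by a published protocol based on BrainPhys medium. The libraries were taken on 9 days (0, 1, 3, 9, 11, 13, 16, 19 and 22), with 2 libraries per day. The labels give the cell type as neurons for every library, day 0 included. Here the libraries are named by their day alone. Per the labels, polyadenylated RNA was turned into libraries with the QuantSeq 3′ kit and an added module for unique molecular identifiers (UMIs). In this assay each transcript gives reads near its 3′ end only, so a count does not grow with the length of the gene and carries no information on splicing or on the promoter used.

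The deposited table holds estimated counts, 1 row per gene symbol and 1 column per library. That these are expected counts rather than whole reads was read from the values, since 65.9% of the values above 0 were not whole numbers. The aligner, the counting program, the genome build, the annotation, any use of the UMIs to remove duplicates and any use of strand are not stated in the labels or the file header. Fractional counts arise where a read is shared between genes, so genes with near-identical copies were treated as uncertain, and so were genes that overlap on opposite strands. A last text column repeated the gene symbol in 100% of rows. Each column was matched to its library by the library's title. The labels number the libraries in a running order across days and give no donor, batch or date, so libraries of different days were not paired. The numbers run from 1 to 16 up to day 19 and go on at 19 and 20 for day 22. The reason for this gap was not known.

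The design fixed before the data were examined assumed whole counts. As the values were expected counts, they were rounded to whole numbers, and the tests were otherwise run as planned. Of 19936 genes, 2468 had no count in any library after rounding. The filterByExpr function of edgeR, grouped by day with its default minimum count of 10 and minimum total count of 15, kept 12943 genes. Total counts ranged from 1658734 to 3219178 per library, with a median of 2736328. A gene at 3 counts or fewer in a library was taken as at the floor. Where both libraries of a day were at or under it, a fold change was given only as a lower bound computed against 3 counts.

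Differences were tested with the quasi-likelihood F-test of edgeR 4.0.16 (R 4.3.3) with TMM scaling, in 1 fit of all 18 libraries with day as a factor. This fit had 9 residual degrees of freedom. Each of the 8 later days was compared with day 0, and each sampled day from day 3 on was compared with the sampled day before it, which gave 7 steps. An F-test across all days and a separate fit of a slope per day, with 16 residual degrees of freedom, were added. P-values were adjusted over all genes tested by the Benjamini-Hochberg method, and adjusted p under 0.05 was the threshold. Standard errors of log2 fold changes were computed as the size of the log2 fold change divided by the square root of F. Values per day are TMM-scaled CPM (counts relative to the scaled library size), as mean ± SD of 2 libraries.

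A set of 8 lists of marker genes (125 entries in all) were fixed before the data were examined: proliferation, neural progenitor, pan-neuronal, glial, glutamatergic, GABAergic, microtubule-associated, and the genes around MAPT on chromosome 17. Each was tested for day 22 against day 0 with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01. Adjustment was over the 8 lists. The pan-neuronal and microtubule-associated lists share 3 genes. The relation of MAPT to day was measured on log2(CPM + 1) with a 2-sided permutation test of 100000 resamples. Principal components were computed from log2 CPM. The rule for naming genes was also fixed beforehand: MAPT, members of the lists, the 5 largest rises and 5 largest falls from day 0 to day 22, the 3 of each from day 0 to day 1 and for the later step with the most changed genes, and the 3 steepest slopes of each sign. Such genes needed an adjusted p under 0.05, a mean of at least 10 CPM over all libraries and, except for slopes, no overlap between the compared libraries. SIK1B, MTRNR2L12 and its copies, the genes that differed between days 9 and 11, and the genes of the lists used in the closing section were named outside this rule, after values had been seen.

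The scripts were tested on simulated counts drawn from the means, library sizes and trended dispersions of these libraries. No simulated gene had a spread of its own, and genes were drawn independently of each other. In the data, the proliferation list had an estimated correlation between genes of 0.24. False calls in the data may therefore be more frequent than in the simulation. Of 193 tested genes given a log2 change of 1 on day 22, the edgeR test recovered 64.2% with 7 false calls among 12676 genes tested. DESeq2 recovered 49.7% with 0 false calls. The slope fit recovered 83.9% of 192 changed genes with 6 false calls among 12634 tested. With no gene changed, 0 of 12676 genes were called between days 11 and 9. In 20 simulated sets with 1 list shifted, camera called that list in 100% of sets and made 2 false list calls.

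Alternatives listed before the data were examined were DESeq2 size factors, library size alone, no filter on low counts, a filter at a mean of 5 CPM, fits of only the 2 days compared, robust dispersion, DESeq2 1.42.0 (Wald test, or likelihood ratio test across days), log2(day + 1) as the time scale, a pseudocount of 0.1, fry and an estimated correlation for the lists, and leaving out each library in turn. Where leaving out a library left 1 library on a compared day, only the fold change was taken. Permutation tests used numpy 2.4.6 in Python 3.11.15. The position of MAPT, of its neighbours, and the GC content of the last 500 bases of transcripts came from GENCODE release 29 on GRCh38, matched by symbol. The build behind the deposited counts is not stated, and coordinates were used only to place genes. The values of some single genes in the list around MAPT are not reported here.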

Results

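The series asks how the expression of MAPT, the gene of the microtubule-associated protein tau, is controlled in human neurons. The libraries described here follow RNA levels over the differentiation of the XCL4 neural progenitor line. They comprised 18 libraries from 9 days between day 0 and day 22, with 2 libraries on each day. The total estimated count per library ranged from 1658734 to 3219178, and between 14483 and 15604 genes had a count. The lowest totals were those of day 3, with a mean of 1905994 ± 349679 (SD, n = 2). The 50 most abundant genes held between 16.1% and 21.2% of the counts of a library. Genes of the mitochondrial genome held 4.77% ± 0.41 (SD, n = 2) of counts on day 0 and 8.52% ± 0.34 (SD, n = 2) on day 22. In each day the pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom between 1.53 and 4.27, so that no pair was treated as 1 library deposited more than once. This compares libraries with counting noise only, and the labels do not say whether the libraries of a day came from separate cultures. The biological coefficient of variation across genes was 0.0741.

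The libraries were first compared as a whole. The first principal component held 55.9% of the variance of log2 CPM and ordered the days from day 0, at −79.2 ± 1.66 (SD, n = 2), to day 19, at 43.7 ± 0.24. Day 22 lay at 39.3 ± 1.24 on it, below day 19. The second component held 8.2% of the variance. Its lowest mean was that of day 3, at −36.2 ± 6.85, and days 0 and 22 had the highest means, 19.3 ± 2.81 and 17.2 ± 1.15. No batch is given in the labels, and a batch shared by the libraries of a day cannot be told apart from the day.

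**Figure D1:**
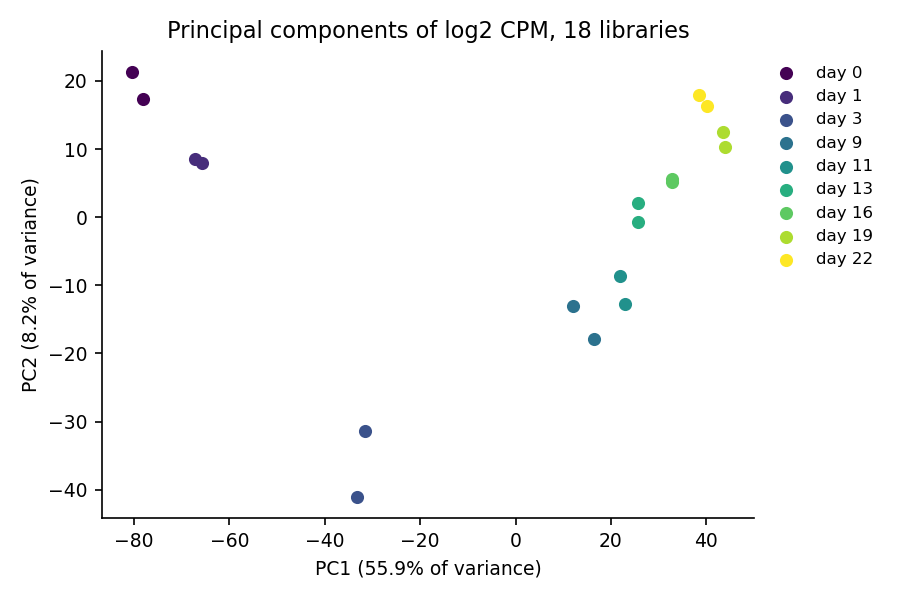
Principal components of log2 CPM, with PC1 (55.9% of variance) on the horizontal axis and PC2 (8.2% of variance) on the vertical axis; each point is 1 of the 18 libraries, coloured by day. The days run from left to right along PC1 up to day 19 (mean 43.7), with day 22 to the left of it (39.3), and day 3 lies lowest on PC2 (mean −36.2).

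The next question was which genes changed over the time course, and when. By edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, 8286 of 12943 genes tested differed across the 9 days. The alternative that moved this count most was the likelihood ratio test of DESeq2, which gave 6357 genes. Against day 0, 2201 genes had changed on day 1 (1106 higher, 1095 lower) and 2911 on day 3 (1444 higher, 1467 lower). On day 9 the count was 5519 (2796 higher, 2723 lower), and by day 22 it was 6492 (3243 higher, 3249 lower). Between those days, 6018 genes differed on day 11, 6085 on day 13, 6196 on day 16 and 6800 on day 19. Of the genes that differed on day 22, 2111 were at least 2-fold higher and 1074 at least 2-fold lower. With library size alone, the split on day 22 moved to 3622 higher and 2819 lower. These 8 comparisons share the day 0 libraries and are not independent of each other. With DESeq2 the counts for days 1 and 3 were 1384 and 1886.

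The steps between consecutive sampled days differed in size. From day 1 to day 3, 2670 genes changed (1420 higher, 1250 lower), and from day 3 to day 9, 2232 (1133 higher, 1099 lower). With scaling by library size alone, the split of the step from day 3 to day 9 moved to 1442 higher and 854 lower. From day 9 to day 11 only 3 genes passed the threshold, all lower on day 11, where 993 genes had an unadjusted p under 0.05. Without either day 0 library this count was 13, and without either day 1 library it was 1. With library size alone it was 3 as well, 1 higher and 2 lower. Other fits also gave genes higher on day 11. These were 3 higher and 12 lower under DESeq2, 3 and 9 with robust dispersion, 3 and 4 when only the 2 days were fitted, and 34 and 35 with no low-count filter. Of the 3 genes of the main fit, 2 stayed past the threshold with library size alone, with DESeq2 size factors and when only the 2 days were fitted. The 3 genes were ATN1, with a log2 fold change of −0.92 (SE 0.14, adjusted p = 0.00468), CRABP1, with −0.60 (SE 0.10, adjusted p = 0.0226), and WSB1, with −0.61 (SE 0.11, adjusted p = 0.0373), and they are named here because they were few. Later steps gave 119 genes from day 11 to day 13 (57 higher, 62 lower), 20 from day 13 to day 16 (4 higher, 16 lower), 102 from day 16 to day 19 (44 higher, 58 lower) and 131 from day 19 to day 22 (46 higher, 85 lower). With library size alone, the step from day 11 to day 13 gave 38 higher and 71 lower. Without day 0 replicate 1 or 2, the step from day 16 to day 19 gave 171 or 163 genes. The steps span different numbers of days, and their counts were not tested against each other. A slope per day passed the threshold for 6914 genes (3406 rising, 3508 falling). With library size alone, 3900 were rising and 2961 falling. Across the alternatives the count of slopes ranged from 6099 (a filter at a mean of 5 CPM) to 7590 (log2(day + 1) in place of day).

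**Figure D2:**
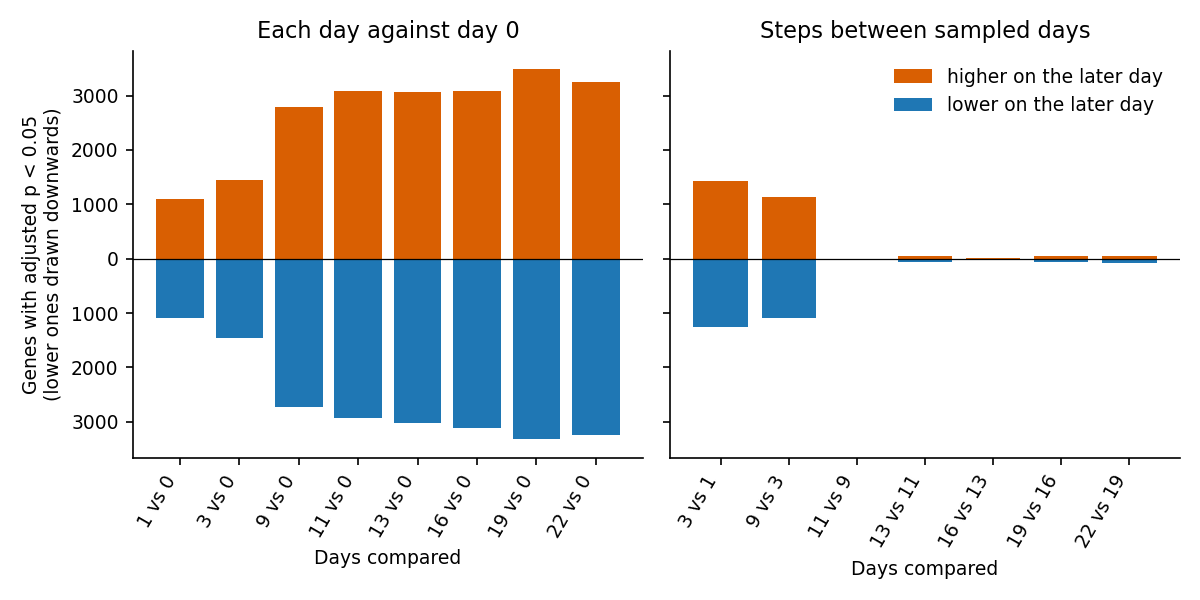
Number of genes with an adjusted p under 0.05 (vertical axis) for each comparison (horizontal axis, days compared), with genes higher on the later day drawn upwards and genes lower on it downwards. Against day 0 the counts grow from 2201 on day 1 to 6800 on day 19, and the steps after day 9 hold between 3 and 131 genes.

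MAPT is the gene named in the title of the series, and its level was followed over all days. In GENCODE release 29 (GRCh38) the gene is ENSG00000186868.15, protein-coding, on the plus strand of chromosome 17 from 45894382 to 46028334. On day 0 MAPT was at 3.23 ± 0.10 CPM (SD, n = 2), which rested on 8 and 10 counts. It was at 6.91 ± 2.50 CPM on day 1 and 13.4 ± 0.85 on day 3, then at 67.3 ± 6.44 on day 9, 68.4 ± 3.84 on day 11, 84.1 ± 4.07 on day 13 and 102 ± 11.8 on day 16. It reached 161 ± 1.31 CPM on day 19 and was at 148 ± 8.91 on day 22 (SD, n = 2 on each day). The log2 fold change from day 0 to day 22 was 5.50 (SE 0.21, adjusted p = 7.2e-18), a 45.2-fold rise, which ranked 110 among the 12943 genes tested. Scaling by library size alone moved this value most, to 5.58. The difference across the 9 days had an adjusted p = 2.66e-19. Against day 0 the log2 fold change was 2.04 on day 3 (SE 0.34, adjusted p = 6.39e-05), 4.36 on day 9 (SE 0.23, adjusted p = 2.07e-14) and 5.62 on day 19 (SE 0.20, adjusted p = 3.27e-18). On days 11, 13 and 16 it was 4.38 (SE 0.23), 4.68 (SE 0.22) and 4.96 (SE 0.22), each past the threshold.

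The rise of MAPT on day 1 was less certain. Its log2 fold change from day 0 was 1.09 (SE 0.36, adjusted p = 0.0374). It was 1.11 with an adjusted p = 0.107 when only those days were fitted, and 1.10 with an adjusted p = 0.0753 under DESeq2. Adjusted p-values ranged from 0.0327 to 0.107 over the alternatives in which this call was followed, and robust dispersion was not 1 of them. The log2 fold change was 0.67 without day 1 replicate 2 and 1.42 without day 1 replicate 1. Between consecutive days, MAPT rose from day 1 to day 3 (log2 fold change 0.95, SE 0.29, adjusted p = 0.0201), from day 3 to day 9 (2.32, SE 0.20, adjusted p = 2.39e-09) and from day 16 to day 19 (0.66, SE 0.12, adjusted p = 0.00375). The steps from day 9 to day 11 (0.02, adjusted p = 0.982) and from day 11 to day 13 (0.30, adjusted p = 0.32) did not pass the threshold. Neither did those from day 13 to day 16 (0.28, adjusted p = 0.555) and from day 19 to day 22 (−0.12, adjusted p = 0.751). These steps of MAPT were tested in the main fit only.

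**Figure D3:**
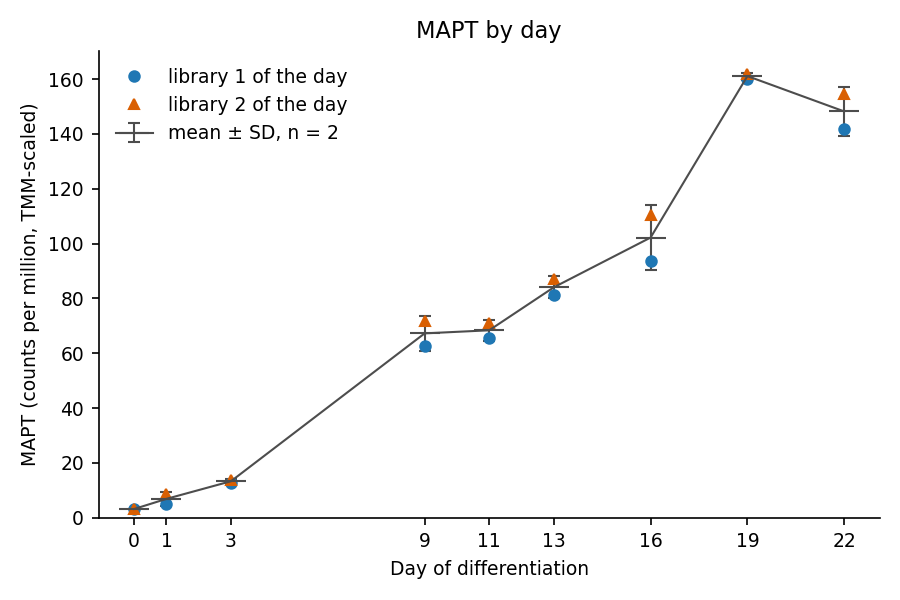
MAPT in TMM-scaled CPM (vertical axis, from 0) against day of differentiation (horizontal axis); points are single libraries, bars are mean ± SD of the 2 libraries of a day, and the line joins the means. The level rises from 3.23 CPM on day 0 to 161 CPM on day 19.

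Over the 18 libraries, log2(CPM + 1) of MAPT and day had a Pearson's r of 0.943 and a Spearman's rho of 0.970, each with a permutation p = 1e-05, the smallest that 100000 resamples can give. Days 0 and 22 lie equally far from the median day. Without the 2 libraries of day 0, r was 0.939, and without those of day 22 it was 0.960. As no library was taken between days 3 and 9, the relation was also computed on either side of that gap. Over the 12 libraries of days 9 to 22, r was 0.946 (permutation p = 4e-05) and rho 0.905 (permutation p = 0.00016). Over the 6 libraries of days 0 to 3, r was 0.950 (exact permutation p = 0.0111) and rho 0.956 (exact permutation p = 0.0222). All of these test 1 relation, and no batch was given within which to repeat it. The permutations moved single libraries and so took the 2 libraries of a day as independent, which the labels do not establish. If they are not, these p-values are too small. The slope of MAPT was 0.21 log2 units per day (SE 0.02, adjusted p = 1.97e-08).

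Marker lists were then compared between day 22 and day 0 to describe the state of the cultures. All 21 genes of the proliferation list were lower on day 22, with a median log2 fold change of −1.27 (camera adjusted p = 2.14e-11) and a range from −1.98 for BUB1 to −0.58 for UBE2C. MKI67 fell from 401 to 152 CPM (log2 fold change −1.40, SE 0.12). Of the 19 genes of the pan-neuronal list, 18 were higher and 1 was lower, with a median of 2.28 (adjusted p = 1.56e-10). GAP43 rose from 16.3 to 398 CPM (log2 fold change 4.60, SE 0.16) and MAP2 from 381 to 1686 CPM (2.15, SE 0.10), and the gene that fell was NEFM (−0.62, SE 0.11). Of the 13 genes of the microtubule-associated list that were tested, 10 were higher and 1, STMN1, was lower, with a median of 1.57 (adjusted p = 1.72e-05). The counts of changed genes in these 3 lists were identical when adjusted over the list alone.

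The lists of cell classes rested on fewer genes and lower counts. Of the 13 glial genes 10 were tested, with a median of 2.45 (adjusted p = 0.00142). Of these, 6 were higher and 1 was lower (8 and 1 when adjusted over the list alone). S100B rose from 3.92 to 45.6 CPM (log2 fold change 3.52, SE 0.27), and OLIG1 was the gene that fell. GFAP, AQP4 and OLIG2 were left out by the filter on low counts, with at most 11 counts in any library. Of the 10 glutamatergic genes 7 were tested, with a median of 2.80, or 2.19 with genes near 0 on day 0 set to their lower bound (adjusted p = 0.000529). Of these 5 were higher (6 when adjusted over the list alone) and 0 lower. Of the 11 GABAergic genes only 4 were tested, with a median of 4.62, or 2.44 with 3 genes at their bound (adjusted p = 0.00269). All 4 were higher, also when adjusted over the list alone. With no filter on low counts all 11 GABAergic genes entered and the median was 1.86. SST was at 93.9 ± 21.3 CPM on day 22 (SD, n = 2), against 0 and 1 counts on day 0, at least 86.5-fold higher. SLC32A1 rose from 1.45 to 5.47 CPM (log2 fold change 1.89, SE 0.52).

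The neural progenitor list had no common direction. Of its 15 genes, 7 were higher and 6 lower on day 22, the same counts as when adjusted over the list alone, with a median of −0.05 (camera adjusted p = 0.927). ID3 rose by 2.07 (SE 0.16) and PAX6 by 1.75 (SE 0.13), while the log2 fold change was −3.82 for LIN28B (SE 0.20) and −3.11 for HMGA2 (SE 0.12). The median was that of FABP7, which had 90 and 480 counts in the libraries of day 0, and it was 1.18 without day 0 replicate 1 and 0.07 without day 22 replicate 1. Its sign also changed, to 0.03, with scaling by library size alone. All 6 lists past the threshold by camera were past it by fry and by camera with an estimated correlation (adjusted p = 0.016 for each in the latter). The neural progenitor list passed only by fry (adjusted p = 0.00304, lower).

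The genes around MAPT were compared in the same way, to see whether they rose with it. The list holds 22 genes between 45023340 and 46975524 on chromosome 17 (GENCODE release 29, GRCh38), of which 3 were not analysed here and 13 were tested. The median of those 13 was 0.12 (camera adjusted p = 0.821), with 3 genes higher and 3 lower, also when adjusted over the list alone. The median fell to −0.05 with a filter at a mean of 5 CPM, and to −0.02 without day 0 replicate 1 and −0.003 without day 22 replicate 1. KANSL1, which follows MAPT on the opposite strand, was at 28.3 CPM on day 0 and 23.1 CPM on day 22 (log2 fold change −0.31, SE 0.23, adjusted p = 0.261). CRHR1 had at most 1 count in any library, and STH and SPPL2C had 0. NMT1 had a log2 fold change of −1.41 (SE 0.13, adjusted p = 9.59e-10) and NSF one of 0.66 (SE 0.27, adjusted p = 0.0393). FMNL1 rose from 1 and 3 counts on day 0 and was at least 3.89-fold higher on day 22 (adjusted p = 0.00369). LRRC37A and LRRC37A2 are near-identical copies between which reads can be split, so the rise of LRRC37A2 (0.30, SE 0.12) is uncertain. LRRC37A was at 0 in 5 libraries before rounding, and after rounding in day 13 replicate 2 as well.

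**Figure D4:**
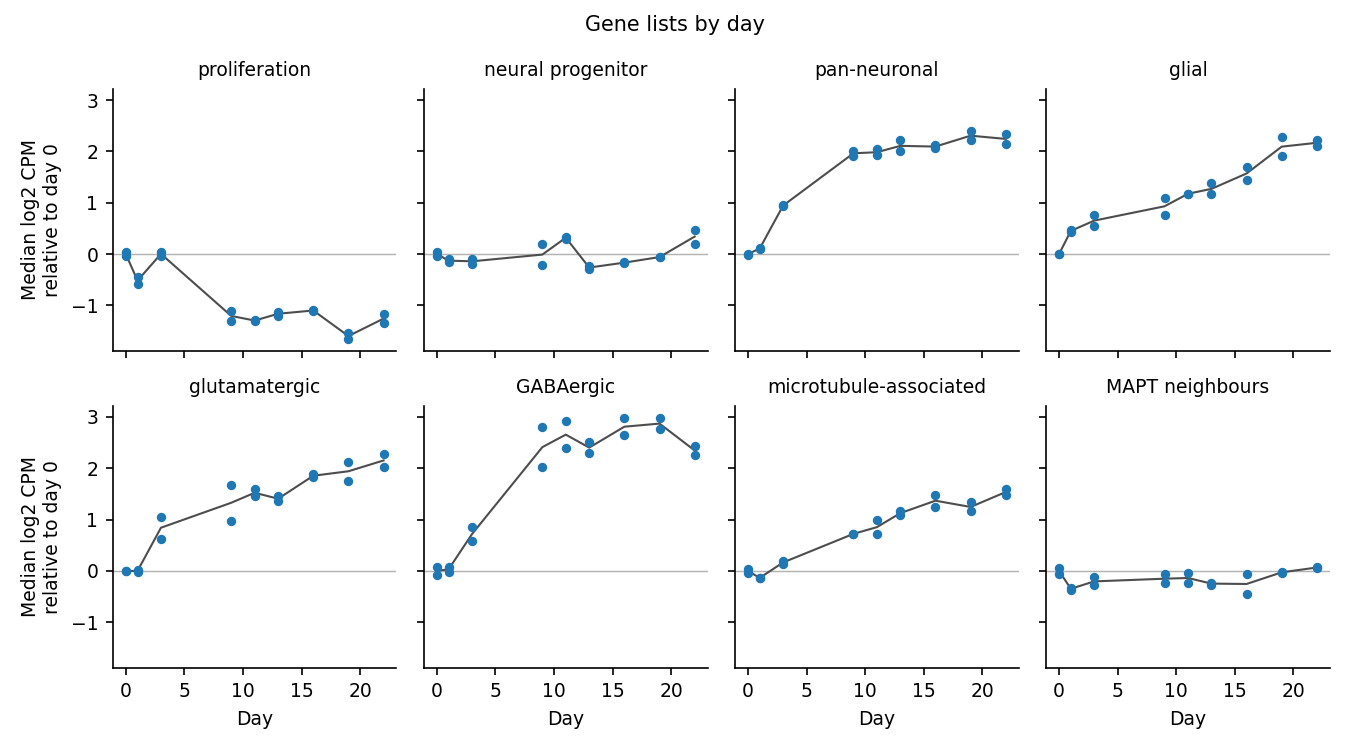
Median log2 CPM of the genes of each of the 8 lists, 1 panel per list, relative to their day 0 mean (vertical axis) against day (horizontal axis); points are single libraries and lines join the means of each day. The pan-neuronal median is at 1.96 by day 9 and at 2.24 on day 22, and the proliferation median is at −0.52 on day 1, 0.00 on day 3 and −1.21 on day 9.

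Over the days, the pan-neuronal median was 0.11 ± 0.01 on day 1, 0.95 ± 0.02 on day 3 and 1.96 ± 0.06 on day 9, relative to day 0 (SD, n = 2 on each day). It was 2.24 ± 0.14 on day 22. The proliferation median was −0.52 ± 0.11 on day 1, 0.00 ± 0.05 on day 3 and −1.21 ± 0.14 on day 9, and lay between −1.60 and −1.10 from day 11 on. The glial median was 0.93 ± 0.24 on day 9 and 2.17 ± 0.08 on day 22.

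Genes named for a rise or fall were ranked by fitted log2 fold change, also where the earlier day was at the floor. By lower bounds the order differs. NSG2 of the pan-neuronal list rose from 1 and 2 counts on day 0, at least 152-fold, above the bounds of the 5 rises named here. Among the genes with the largest fitted rises from day 0 to day 22, WT1 was at 35.3 ± 3.11 CPM on day 22 against 0 counts on day 0, at least 32.5-fold higher. SST is given above, and SHH was at 80.8 ± 0.34 CPM against 0 and 1 counts, at least 74.4-fold higher. FBXO2 was at 15.3 ± 2.60 CPM and SIK1 at 14.8 ± 2.82 CPM, both with 0 counts on day 0 after rounding, at least 14.1-fold and 13.6-fold higher. SIK1 has a near-identical copy, SIK1B, and held between 12.5% and 100% of the counts of the pair, so its own level is uncertain. The pair together had 0 and 3 counts on day 0 and was at 22.3 ± 0.03 CPM on day 1 and 15.6 ± 1.69 CPM on day 22 (SD, n = 2). The largest falls were those of LPL, from 1814 ± 130 to 12.9 ± 0.92 CPM (log2 fold change −7.13, SE 0.21, adjusted p = 4.73e-20), EGR2 (−5.70, SE 0.36), ADM (−5.15, SE 0.25), LIN28A (−5.01, SE 0.22) and TRIM71 (−4.95, SE 0.22). Without day 22 replicate 1, the values of EGR2 and TRIM71 were −7.42 and −5.71. EGR2 had 1 and 6 counts on day 22, so its value of −7.42 rests on 1 library at the floor and is uncertain. With each library left out in turn, EGR2 lay between −7.42 and −4.92 and TRIM71 between −5.71 and −4.46.

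From day 0 to day 1, TFPI2 rose from 81.0 ± 5.50 to 4740 ± 168 CPM (log2 fold change 5.87, SE 0.14, adjusted p = 3.03e-22) and VGF from 42.5 ± 4.66 to 2606 ± 7.63 CPM (5.94, SE 0.23, adjusted p = 6.67e-17), and SIK1 was at least 19.6-fold higher. The largest falls were those of CBLN2 (−2.68, SE 0.48), TAGLN (−2.51, SE 0.25) and NTM (−2.49, SE 0.27). For CBLN2 the value was −3.46 without day 1 replicate 1. CBLN2 had 2 and 5 counts on day 1, so this value rests on 1 library at the floor. With each library left out in turn, CBLN2 lay between −3.46 and −2.16. From day 1 to day 3, the later step with the most changed genes, VGF went back down to 224 ± 107 CPM (−3.57, SE 0.19, adjusted p = 3.65e-13). APLN (−3.60, SE 0.19) and BMP3 (−3.54, SE 0.38) fell as well. NUPR1 rose from 2.21 ± 0.76 to 47.5 ± 8.60 CPM (4.39, SE 0.39), CCL5 was at least 13.5-fold higher and PRDM12 at least 6.38-fold higher.

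The steepest slopes upward were those of C1orf61 (0.33 log2 units per day, SE 0.01, adjusted p = 4.59e-14), WT1 (0.31, SE 0.03) and NFIA (0.28, SE 0.01, adjusted p = 8.96e-13). The steepest downward were those of LPL (−0.37, SE 0.03), EGR2 (−0.31, SE 0.02) and IGFBP3 (−0.30, SE 0.03). C1orf61 went from a mean of 1.55 CPM on day 0 to 340 CPM on day 22. IGFBP3 did not fall steadily, as it was at 471 ± 94.1 CPM on day 0, 1124 ± 36.5 on day 1, 142 ± 2.24 on day 3 and 21.8 ± 0.85 on day 9 (SD, n = 2).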

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

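Across the alternatives, the directions of the MAPT fold changes against day 0 held in every fit that followed them. So did those of 28 results of genes named for the size of their fold change or slope. With robust dispersion only the counts of changed genes were followed. The steps of MAPT between consecutive days were not followed in any alternative. The camera calls of the 6 changed lists held in every fit with 2 libraries on each compared day. Other single genes named in the text were not followed in this way. The neural progenitor median, which was that of FABP7, changed sign with library size only, as given below. The log2 fold change of MAPT from day 0 to day 22 lay between 5.43 and 5.58, and r between MAPT and day between 0.938 and 0.991. The fold change of MAPT on day 1 lost its place past the threshold in 2 of the fits that followed it. It was 1.11 when only the 2 days compared were fitted and 1.10 with the DESeq2 Wald test. Its sign did not change.

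The counts of changed genes differed between the tools and fits. Under DESeq2, 1384 genes differed on day 1, 1886 on day 3, 1643 from day 1 to day 3 and 15 from day 9 to day 11. Of the 2201 genes of day 1, 1382 were called by both tools in the same direction. The cause of the lower counts was not tested. When only the 2 days compared were fitted, 1783 genes differed on day 3 from day 0. The late steps then gave 7 genes from day 9 to day 11, 455 from day 11 to day 13, 166 from day 13 to day 16 and 227 from day 16 to day 19, and the cause was not tested. With no low-count filter these steps gave 69, 288, 92 and 249 genes, and the step from day 19 to day 22 gave 250. In that fit the prior degrees of freedom of the spread went from 17.8 to infinite, so that every gene took its spread from the common trend and none kept a spread of its own. Whether this alone raised the counts was not tested. Robust dispersion gave 12 genes and a filter at a mean of 5 CPM gave 5 genes from day 9 to day 11, and the cause was not tested. Scaling by library size alone moved the median of all genes by at most 0.095 log2 units. It moved the share of higher genes past 10 percentage points for 3 steps: day 3 to day 9 (62.8% higher against 50.8%), day 11 to day 13 (34.9% against 47.9%) and day 9 to day 11 (1 of 3 genes against 0 of 3).

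The neural progenitor median was 0.025 with library size only, and its value of −0.049 was past the threshold with fry. Fry tests the list by itself, and camera tests it against the other genes. The MAPT neighbours median was −0.049 with a mean CPM of at least 5, where 8 of its genes were tested in place of 13. With library size only, the median of all genes for day 22 moved by 0.08, and the neural progenitor median changed sign by an offset of that size.

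Leaving out each library in turn changed no call of MAPT against day 0 and no direction among the 28 results of named genes where a call could be made. The step from day 9 to day 11 gave between 1 and 13 genes, with 13 without either day 0 library and 1 without either day 1 library. The step from day 16 to day 19 gave between 72 and 171, with 171 without day 0 replicate 1 and 163 without day 0 replicate 2. Neither library is part of these steps, and both enter only through the shared fit and the low-count filter. The log2 fold change of MAPT on day 19 lay between 5.58 and 5.64. List medians lay between −0.12 and 1.18 for neural progenitor, 2.16 and 2.36 for pan-neuronal, 1.86 and 2.86 for glial, 2.37 and 2.82 for glutamatergic and 3.49 and 5.71 for GABAergic genes. A move was set against the spread between replicates only for fold changes where the library left out was of a compared day. There, 7 values moved by more than it: those of SST and SHH without either day 0 library, CBLN2 without day 1 replicate 1, and EGR2 and TRIM71 without day 22 replicate 1. The rest of the 504 leave-out values of these 28 results, slopes included, were judged by direction and threshold alone. None of 168 values of the same results under the other alternatives, robust dispersion aside, changed its direction or its side of the threshold.

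No paired analysis was possible because the labels number the libraries in a running order and share no replicate number between days. A leave-out count was not computed for the test across the 9 days, where a day would be left with 1 library. With 2 libraries per day, day 0 values of MAPT rest on 8 and 10 counts, which limits the precision of its fold changes against day 0. In the simulation 64.2% of genes with a log2 change of 1 were recovered, so a gene not called can still have changed by that much.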

Other observations

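The tests of a shared batch, of ERK target genes from day 1 to day 3, of sterol synthesis genes, of the proliferation list against days 1 and 9 each, of MAPT against the pan-neuronal list and of MTRNR2L12 were chosen only after the result was seen. All patterns below were found and tested on the same libraries.

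Part of the genes that changed from day 0 to day 1 changed back by day 3. Of the 2201 genes past the threshold on day 1, 694 (31.5%) were past it in the opposite direction from day 1 to day 3. Of the 887 genes past the threshold at both steps, 694 went in opposite directions (350 up then down, 344 down then up) and 193 in the same direction. Of the 694, 521 were not past the threshold between day 3 and day 0. Both steps share the day 1 libraries, which by itself gives opposite changes. Across all genes rho between the steps was −0.334 in the data and −0.426 in counts simulated with no gene changed, so that value is no evidence of a return. In the same simulation 0 genes were called in opposite directions. When the steps were computed from libraries they do not share, rho was −0.153 and −0.162 in the data, both across 12943 genes, which are not independent replicates. The simulation gave −0.004 and −0.003, but it drew genes independently, and noise shared between genes could move rho further from 0. Within that limit, the values from libraries not shared argue against noise in the day 1 libraries as the whole cause. After loess trends on GC content and mean expression were removed (12850 genes with a GC value), rho was −0.148 and −0.154, which argues against such a trend. A handling or library batch shared by the libraries of a day cannot be told apart from the day, because the labels give more than 1 batch for 0 days.

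Candidate explanations of the day 1 change were tested on 3 gene lists that share no gene, with 9 camera tests adjusted together. Lower activity of the ERK pathway after withdrawal of FGF and EGF predicts lower ERK target genes on day 1. The median of 14 such genes was 0.02 against day 0 (8 higher, 6 lower, adjusted p = 0.789). Past the threshold, 2 were higher (IER3 and SPRED1) and 3 lower (EGR1, DUSP6 and ETV4), so the list decides little on day 1. From day 1 to day 3, where a return would need lowered genes to rise again, 13 of 14 fell (median −1.47, adjusted p = 1.24e-11). This argues against lower ERK activity as the source of the return. It does not argue against lower ERK activity as such, since a lasting loss predicts no rise by day 3. Against day 0 the median on day 3 was −1.63 (12 of 14 lower, 10 of them past the threshold, adjusted p = 2.72e-09). Sterol synthesis genes had a median of 0.34 on day 1 (9 of 15 higher, adjusted p = 0.0214), but on day 3 all 15 were below day 0 (median −0.80, adjusted p = 8.94e-10). From day 1 to day 3 all 15 fell (median −0.88), past day 0 and to a larger distance from it. This argues against a plain return to day 0 in these genes, a condition that was set after their values were seen. Cyclic AMP signalling predicts higher CREB target genes on day 1. This explanation was raised by SIK1 and VGF, and the list left out SIK1, VGF and SST, whose values had been seen. Of its 15 tested genes 13 were higher on day 1, with a median of 1.12 (adjusted p = 1.56e-09), and 13 were lower on day 3 than on day 1 (median −0.84, adjusted p = 1.68e-05). On day 3 the median was still 0.51 above day 0 (adjusted p = 0.00593). BDNF rose by 3.80 and SCG2 by 2.78 on day 1. The calls hold under fry. A transient CREB response to the change of medium may explain part of the pattern and stays a hypothesis. The labels do not give the composition of the differentiation medium, these genes also answer to depolarisation and stress, and a list of 15 genes does not account for 694.

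The proliferation list was higher on day 3 than on days 1 and 9. Against day 1 the median of its 21 genes was higher by 0.38 log2 units (camera adjusted p = 3.87e-06). Of these genes, 20 of 21 were higher, 11 of them past the threshold. Against day 9 the median was higher by 1.14 (21 of 21 higher, camera adjusted p = 6.2e-23). Adjustment was over these 2 tests. Both used the preset correlation between genes, which is below the 0.24 estimated for this list. With the estimate, the list's camera adjusted p for day 22 against day 0 went from 2.14e-11 to 0.016. The day 3 tests were not repeated with an estimated correlation or with fry, so their p-values may be far too small. The smaller difference, against day 1, was 0.325 without day 3 replicate 1 and 0.422 without day 3 replicate 2, so neither library alone gave it. It was 0.356 with library size scaling, which argues against scaling, and 0.305 when every library was thinned to 1658576 counts, which argues against the lower depth of day 3. A batch shared by the libraries of day 3 stays open, as does a passing return to the cell cycle after the change of medium, which was not tested. Without cell numbers, a larger share of dividing cells and a synchronised passage through the cycle could not be separated.

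MAPT rose from days 9 and 11 to days 19 and 22 by more than the pan-neuronal list. It went from 67.8 ± 4.38 to 155 ± 9.09 CPM (SD, n = 4), a log2 fold change of 1.19 (SE 0.09, adjusted p = 7.08e-11). The median of the 19 pan-neuronal genes rose by 0.23 over the same days, with 8 genes higher and 3 lower, and 1 of the 19 rose by more than MAPT. A rising share of neurons alone would raise the list alike. The difference of 0.958 cannot rule this out as the whole cause, because it restates the pattern on days picked from MAPT. Single list genes changed by −0.718 to 1.431, a range that holds the value of MAPT. MAPT minus the mean of the list was higher in the 4 late libraries than in the 4 early ones by 0.953 log2 units (exact permutation p = 0.0286, 2-sided, the smallest that the 70 splits allow). The days were picked from the MAPT values, which already separated these libraries, so this p decides nothing about chance differences between libraries. A candidate explanation is a later rise of MAPT within neurons already present. A change in the types of neurons, a shift in which 3′ end is used and a batch shared by the late days stay open and were not tested.

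MTRNR2L12 had the highest count in every library, with between 1.18% and 3.34% of the total. It resembles the mitochondrial 16S ribosomal RNA. Reads shared with that RNA and its nuclear copies would make the differences between the libraries of a day in MTRNR2L12 go with those in the other copies. Among 6 copies with at least 100 counts in every library, this held for MTRNR2L8 (Pearson's r 0.976 over 9 days, exact permutation p = 3.31e-05, adjusted p = 9.92e-05, and rho 0.967, exact permutation p = 0.000165, adjusted p = 0.000992) and MTRNR2L1 (r 0.969, exact permutation p = 1.65e-05, adjusted p = 9.92e-05, and rho 0.950, exact permutation p = 0.000353, adjusted p = 0.00106). Without the 2 days farthest from the median, r was 0.977 and 0.946. It did not pass for MTRNR2L6, MTRNR2L11, MTRNR2L4 and MTRNR2L10, whose r ranged from 0.625 down to −0.643, with adjusted exact permutation p-values from 0.102 to 0.727. The tests leave open whether the reads were shared. No biological explanation was tested.

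The number of genes with a slope in day was compared with other assignments of the days to the 18 libraries. The assignments moved single libraries, so the 2 libraries of a day were taken as independent, which the labels do not establish. Of 50 assignments (splits), 1, the real one, gave as many as 6914 genes. The most that any other gave was 979, and 3 of the others gave any gene.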
